A study of Mus musculus with 16 samples. Its data were reported in "HIF-1 regulates pathogenic cytotoxic T cells in lupus skin disease" (2023).

How the data were processed

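The samples are 8 droplet libraries of single cells (10x Genomics 5′ chemistry) from MRL/lpr mice, a strain that develops lupus-like disease, with 2 libraries for each of 4 groups: skin and spleen of mice given PBS, and skin and spleen of mice given PX-478, an inhibitor of HIF-1 known by its code name. According to the labels, mice received 30 mg/kg for 5 days and were 20 weeks old, and the skin libraries were loaded with a mixture of sorted CD45-positive and CD45-negative cells, whereas spleen cells were loaded unsorted. Another 8 samples hold the antibody tags of the same 8 libraries. The deposited files give, for each cell barcode, unnormalised counts of unique molecular identifiers (UMIs) for 32285 genes and counts for 5 antibody tags (CD4, CD8a, CD45RB and 2 hashtags), which the authors obtained with Cell Ranger 5.0.1 on the mm10 build per the submitters' processing notes, which also name Seurat 4.1.1. Gene positions were not used, because the reference at hand is of another build.

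Libraries held between 11191881 and 41993670 RNA UMIs. The study's filters (at least 200 genes and under 10% mitochondrial UMIs per cell) left 66960 of 67769 barcodes. Cells with under 20% mitochondrial UMIs entered the clustering (67401), so that looser limits could be tried. Scrublet (in scanpy 1.11.5) found no usable threshold of its own in most libraries, so the cells with the highest doublet scores were removed at a rate of 0.8% per 1000 barcodes, which left 61327 cells. The 78 genes whose symbol occurs more than once were kept apart by identifier.

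Clusters were made within each tissue from 2000 variable genes, 30 principal components and 20 neighbours with the Leiden method (leidenalg 0.10.2, resolution 1), and clusters of the T and NK family were divided again at resolution 4. Clusters were named from marker lists written before the data were examined. The thresholds for naming, the resolutions and the gates on antibody tags (2 times the median tag count of gamma-delta T cells in skin or of B cells in spleen) were set after clusters and tags had been seen, but before any gene was compared between PX-478 and PBS. Classes are called T-like or by their cell type as a name for such a set of clusters. Clusters with markers of more than 1 type or with over 40% of cells scored as doublets stayed unnamed (1.35% to 6.89% of kept cells in 7 libraries, 43.3% in skin PX-478 replicate 1), and T sub-clusters with mixed CD4 and CD8 signal (1.66% to 5.47% of T family cells) entered no class, and 3 of them are counted only in a tally of sub-clusters in the closing section. Of the CD4 T-like cells 78.7% to 91.9% fell in the CD4 antibody gate. Of the CD8 T-like cells 79.6% to 82.7% did so in the CD8a gate in spleen, and 28.6% to 63.6% in skin. Spleen sub-cluster 43 carried a marker of NK cells among its leading genes and is named here by its number, and skin macrophage cluster 4 was led in part by the monocyte gene Plac8. Skin macrophage cluster 33 had H2-Aa, Cd74, Pclaf and Stmn1 among its leading genes and no macrophage marker.

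Counts were summed per library and class, since cells are not replicates. Genes were tested with edgeR 4.0.16 (R 4.3.3; TMM scaling, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05). For CD4 and CD8 T-like cells, 1 fit with a mean for each of the 4 groups gave 4 contrasts: PX-478 against PBS in skin, the same in spleen, skin against spleen under PBS, and the difference of both PX-478 effects. Other classes with at least 20 cells in each of the 4 libraries of a tissue were fitted within that tissue. In CD8 T-like cells edgeR estimated an infinite number of prior degrees of freedom (6.36 in CD4 T-like cells), which treats the spread of all genes as known and makes adjusted p-values there small. Levels are CPM after TMM scaling, given as mean ± SD of 2 libraries; SE is the standard error of a log2 fold. With 2 libraries per group, an exact permutation test cannot go below a 2-sided p of 0.333. The labels do not state whether replicates are different mice, so p-values measure only the spread between these samples, which may be technical, and no label gives a batch, so a batch that followed the groups could not be told apart from them.

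Gene lists fixed before the data were examined were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01 where at least 5 members were tested, with an estimated correlation and fry beside it. They were HIF-1 glycolysis genes, other HIF-1 targets, cytotoxicity, Th17, exhaustion, regulatory T cell, tissue residency, naive or recirculating, interferon response, proliferation, dissociation stress and mitochondrial-encoded genes, and genes of keratinocytes, fibroblasts, B and plasma cells, myeloid cells and red cells as measures of RNA from other cells. A list of 30 p53 target genes was chosen after all genes had been seen and appears in the closing section. Genes named are 25 panel genes chosen from the study's questions, the 8 genes with the smallest p in each direction among those past the threshold whose libraries did not overlap between groups (3 for other classes), and the 3 members with the smallest p of each list past the threshold; for the difference of effects the overlap of libraries was not required. Genes of antigen receptor variable segments were left out, as were genes that define a class.

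Shares of classes were tested with edgeR on the number of cells per class, with all cells of named classes as the library size and, in skin, of haematopoietic classes only, because the sort sets the share of CD45-positive cells. Cells of mixed or unnamed T sub-clusters counted as named cells in this library size. Intervals and floors (3 counts) cover counting error only. Antibody tags were compared as the log2 of the mean count per cell. Hashtags were assigned by a threshold between the low and high centre of each tag, and were used only for an added comparison by pool. The procedure was tested on simulated counts, drawn from the means and library sizes of each class, with 200 genes changed 2-fold or 4-fold. The draws used 1 spread for all genes and, in CD4 and CD8 T-like cells, for both tissues. In CD4 T-like cells that spread (common dispersion) was 0.0135, against 0.00963 in spleen alone, so the rates for skin CD4 may be too high. Of genes changed 2-fold and 4-fold the procedure found 37.4% and 74.7% in skin CD4 T-like cells and 74.5% and 97% in spleen CD4 T-like cells. In CD8 T-like cells it found 82.7% and 100% in spleen and 1.03% and 9.28% in skin. For the difference of effects it found 16.7% and 65.3% in CD4 and 0% and 7.37% in CD8 T-like cells. Of shares changed 4-fold, 1 class at a time, it found 0 of 11 in skin and 12 of 14 in spleen.

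Alternatives were DESeq2 1.42.0, its size factors, no gene filter, only the libraries of the tissue, a block for the replicate number, each library left out, doublets kept, mitochondrial limits of 5% and 20%, lower and higher resolution, antibody gates, an estimated correlation for lists, other denominators for shares, and other measures for tags. For skin against spleen the block was for treatment and replicate number together. Sums per hashtag pool, a wider CD8 class, the p53 list and a spleen denominator without CD4 and CD8 T-like cells were added later. That denominator also left out mixed and unnamed T sub-clusters. Results for 3 genes are not reported here.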

Results

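Single cells of skin and spleen from 20-week-old MRL/lpr mice were profiled after 5 days of PX-478 or PBS. MRL/lpr mice carry a Fas defect and develop lupus-like disease with skin lesions, and PX-478 lowers the activity of HIF-1, the transcription factor that adapts cells to low oxygen. Each of the 4 groups (skin PBS, skin PX-478, spleen PBS, spleen PX-478) had 2 libraries, replicates 1 and 2. The RNA counts per library were 23493487 and 11191881 UMIs in skin PBS, 20556722 and 14401310 in skin PX-478, 40561724 and 40016960 in spleen PBS, and 35513702 and 41993670 in spleen PX-478. Kept cells numbered 5099 and 2551 in skin PBS, 9715 and 4907 in skin PX-478, 9603 and 11177 in spleen PBS, and 8203 and 10072 in spleen PX-478. Median depth per kept cell lay between 1993 and 3267 UMIs in 7 libraries and was 1036 in skin PX-478 replicate 1. CD4 T-like cells numbered 891, 429, 480 and 559 in the 4 skin libraries and 3840, 3877, 1325 and 1405 in the 4 spleen libraries. CD8 T-like cells numbered 72, 7, 21 and 11 in skin and 1540, 1828, 502 and 755 in spleen, so every skin CD8 value rests on few cells.

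The comparison of skin with spleen under PBS asks which programs mark T cells in lesional skin. Single HIF-1 targets, Th17 mediators and residency receptors were higher in skin than in spleen CD4 T-like cells, but so were dissociation stress genes (median log2 fold 3.06), and the lists of HIF-1 glycolysis and Th17 genes had adjusted p of 0.162 and 0.132 with an estimated correlation. Hif1a (ENSMUSG00000021109), which encodes the oxygen-regulated subunit of HIF-1, stood at 959 ± 447 CPM in skin and 208 ± 27.7 CPM in spleen (log2 fold 2.21, SE 0.30, adjusted p = 2.26e-04). Its target Mxi1 stood at 195 ± 17.8 against 24.8 ± 4.75 CPM, and the hypoxia-induced Ndrg1 at 275 ± 124 CPM against a mean of 9.24. Bhlhe40, a regulator of cytokine output, reached 1767 ± 257 against 169 ± 37.7 CPM, and the glycolytic enzymes Hk2 and Ldha were higher by log2 folds of 6.10 and 1.21. The glucose transporter Slc2a1 and the oxygen sensor Egln3 were higher by 1.60 and 2.60, and Pgk1 by 0.67. Among the Th17 genes, Csf2, Rora, Ccr6 and Stat3 were higher by 9.02, 4.19, 3.98 and 1.36, and Il17a had 39 and 67 counts in the skin libraries and 0 in both spleen libraries. The homing and residency genes Cxcr6, Ccr8 and Rgs2 were higher by 3.26, 3.99 and 6.41.

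Killing genes of CD4 T-like cells moved apart between the tissues. Fasl and Tbx21 were higher in skin by log2 folds of 1.43 and 1.82, as was Ifng (196 ± 47.1 against 67.7 ± 20.2 CPM), whereas Gzmk, Prf1 and Nkg7 were lower (-1.48, -2.49 and -1.23). Gzmb (92.6 ± 77.9 against 27.4 ± 6.33 CPM, log2 fold 1.86) and Pdcd1 (372 ± 185 against 154 ± 35.5 CPM, 1.30) rested on skin PBS replicate 1, without which they had log2 folds of 0.43 and 0.63 and did not pass, and Pdcd1 also did not pass without spleen PBS replicate 2 (1.06). Over hashtag pools (the cells with 1 of the 2 hashtags of a library, used after the data had been seen), Gzmb ran from 17.2 to 146 CPM in skin and from 21.8 to 36.5 in spleen, before TMM scaling. The genes with the smallest p were Neurl3, Sik1, Zc3h12a, Ramp3, Crem, P2ry10, Dusp5 and Uhrf2 on the skin side, with Ramp3, a partner of neuropeptide receptors, at 1619 ± 311 against 10.8 ± 3.50 CPM. On the spleen side they were Tspan32, Ighm, Sash3, Tspan3, Ephx1, Pde2a, Ptprcap and Pycard. In all, 2401 genes were higher and 1983 lower in skin among 10134 tested, and without skin PBS replicate 1 the total of 4384 came to 2896. Vegfa was higher at under 5 CPM (log2 fold 3.81) and no longer passed without skin PBS replicate 2 or either spleen PBS replicate, Pgk1 did not pass without skin PBS replicate 2 (0.39), and Bnip3, Foxp3, Gzma and Tigit did not pass (adjusted p from 0.105 to 0.951).

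Of the fixed lists, 9 passed in this comparison. Other HIF-1 targets (22 genes, median log2 fold 1.37, 17 higher and 1 lower over all genes, 18 and 1 adjusted over the list alone), tissue residency (11 genes, 2.61, 10 higher and 1 lower by both counts) and dissociation stress (16 genes, 3.06, 16 higher by both, led by Fosb, Fos and Jund) also held with an estimated correlation. HIF-1 glycolysis (17 genes, 0.69, 12 higher by both counts, with summed levels of 2976 and 3043 CPM in the skin libraries and 2524 and 2332 in the spleen libraries) had an adjusted p = 0.162 with an estimated correlation, and Th17 (21 genes, 3.32, 19 higher by both) had 0.132. The interferon response list was lower in skin (16 genes, -0.62, 4 higher and 8 lower, 4 and 10 adjusted over the list alone, 0.249 with an estimated correlation), led by Ifi203, Ifi47 and Ifi209. RNA of other cells followed the tissue, with keratinocyte genes (8 genes, 3.71, Perp, Sfn and Lgals7) and fibroblast genes (6 genes, 5.56, Dcn, Col1a2 and Col3a1) higher in skin and B and plasma cell genes (7 genes, -6.85, Ighm, Jchain and Iglc2) lower; with an estimated correlation their adjusted p were 0.173, 0.368 and 0.101. The cytotoxicity list did not pass (27 genes, median -0.34, mean 0.06, 12 higher and 11 lower by both counts), nor did exhaustion, regulatory T cell, naive or recirculating, proliferation, mitochondrial-encoded and myeloid genes (adjusted p from 0.0574 to 0.900). Handling differed as well, since skin cells were sorted before labelling and whole spleen cells were not. The paper also states that skin was digested with enzymes, whereas spleens were crushed and strained. In CD4 and CD8 T-like cells alike, differences between the tissues cannot be told apart from effects of this handling.

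In CD8 T-like cells under PBS, single genes of activation and killing were higher in skin than in spleen, but no list passed with an estimated correlation and dissociation stress genes were higher too (median log2 fold 1.53). Nr4a3 and Tnfaip3, both induced by receptor signals, stood at 716 ± 134 against 1.47 ± 0.00999 CPM and 1038 ± 50.6 against 23.0 ± 0.751 CPM. Serpinb9, which shields killers from their own granzyme, and the granzyme Gzma were higher by log2 folds of 5.02 and 4.46, as were Bcl2a1b, Ramp3, Vps37b and Fosl2. Hif1a was higher by 2.10 (SE 0.34, adjusted p = 5.47e-08), Mxi1 by 4.39, Gzmb by 3.32, Fasl by 3.15, Gzmk by 1.55, Pdcd1 by 1.74, Tigit by 2.35, and Cxcr6 by 2.57, and Stat3 was higher too. Rps18, Arl4c, Nsg2, Klf2 and Gzmm were lower by log2 folds from -2.64 to -1.91, and Tnfsf8 and Actn1 were at 0 in both skin libraries against 152 ± 8.17 and 133 ± 3.37 CPM. Of 7829 genes tested, 559 were higher and 367 lower, around a median log2 fold of -0.20 over all genes. Skin PBS replicate 2 holds 7 of these cells: without replicate 1 the total of 926 came to 216 (66 higher and 150 lower), Gzmk and Tigit changed sign (-1.33 and -0.63), Gzmb (0.58), Fasl (1.94), Cxcr6 (1.27), Pdcd1 (0.75), Stat3, Arl4c, Klf2, Gzmm, Tnfsf8 and Actn1 did not pass, and without spleen PBS replicates 1 and 2 it came to 522 and 604.

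Lists past the threshold in this CD8 comparison numbered 11, and with an estimated correlation 0 passed (smallest adjusted p = 0.131). Higher medians were those of other HIF-1 targets (17 genes, 0.09, Bhlhe40, Rora and Mxi1), cytotoxicity (27 genes, 0.67, Serpinb9, Gzma and Klrc1), Th17 (6 genes, 1.33, mean -0.07, Rora, Tgfb1 and Stat3), exhaustion (13 genes, 0.43, Nr4a2, Ctla4 and Tigit), regulatory T cell (5 genes, 3.54, Il2ra, Ctla4 and Capg), tissue residency (8 genes, 3.26, Bhlhe40, Litaf and Rgs2), proliferation (9 genes, 0.40, mean -0.23, Hmgb2, Pcna and Top2a) and dissociation stress (14 genes, 1.53, Nr4a1, Junb and Jund). Lower medians were those of naive or recirculating genes (10 genes, -1.99, Klf2 and Lef1), mitochondrial-encoded genes (13 genes, -0.71, mt-Co3 and mt-Cytb lower, mt-Atp8 higher) and B and plasma cell genes, which were at 0 in skin for Ighm, Jchain and Ighg1. Members past the threshold over all genes and adjusted over the list alone were 11 and 13 higher and 3 and 4 lower for cytotoxicity, 5 higher and 2 lower by both for other HIF-1 targets, 3 higher and 1 lower by both for Th17, and 6 and 7 lower and 1 higher by both for naive or recirculating genes. Mitochondrial-encoded genes had 4 and 8 lower and 1 higher by both, and B and plasma cell genes 4 lower by both. The other lists had higher members only, 7 by both for tissue residency, 5 and 6 for exhaustion, 4 by both for regulatory T cell, 9 and 11 for dissociation stress and 2 and 3 for proliferation. Proliferation no longer passed without skin PBS replicate 2 (median -0.49), skin PX-478 replicate 1 (-0.68) or spleen PBS replicate 2 (0.64), and B and plasma cell genes not without skin PBS replicate 1. HIF-1 glycolysis (median -0.01) and the interferon response (0.60) did not pass. Ldha, Pgk1, Slc2a1, Ifng, Tbx21, Nkg7 and Prf1 did not pass either (adjusted p from 0.0743 to 0.897).

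PX-478 against PBS in T cells tests the drug's effect on the HIF-1 program. Hif1a RNA in skin CD4 T-like cells averaged 959 ± 447 CPM under PBS and 642 ± 230 under PX-478 (log2 fold -0.60, SE 0.30, adjusted p = 0.624), a difference smaller than the spread between replicates. In spleen CD4 T-like cells it averaged 208 ± 27.7 and 255 ± 8.01 CPM (0.29, SE 0.29, adjusted p = 1), in skin CD8 T-like cells 261 ± 104 and 193 ± 22.4 CPM (-0.09, SE 0.54, adjusted p = 0.997) and in spleen CD8 T-like cells 48.3 ± 4.61 and 59.4 ± 4.61 CPM (0.29, SE 0.17, adjusted p = 0.747). The difference of the effect between skin and spleen had an adjusted p of 0.864 in CD4 and 0.873 in CD8 T-like cells. Mxi1 in skin CD4 T-like cells averaged 195 ± 17.8 and 143 ± 11.2 CPM (log2 fold -0.47, SE 0.16, adjusted p = 0.467), and in skin CD8 T-like cells 351 ± 23.4 and 134 ± 190 CPM (-1.18, SE 0.52, adjusted p = 0.681). The lists of HIF-1 glycolysis and other HIF-1 targets did not pass in any of these 4 comparisons (medians 0.13 and -0.03 in skin CD4, 0.14 and 0.01 in spleen CD4, -0.19 and -0.60 in skin CD8, -0.09 and -0.04 in spleen CD8). Over all genes and over the list alone, no member passed in skin, where edgeR called 0 of both lists; in spleen CD8 T-like cells 2 other targets were higher and 1 lower over all genes and 3 and 1 adjusted over the list alone, where 1 glycolysis gene was lower.

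**Figure D1:**
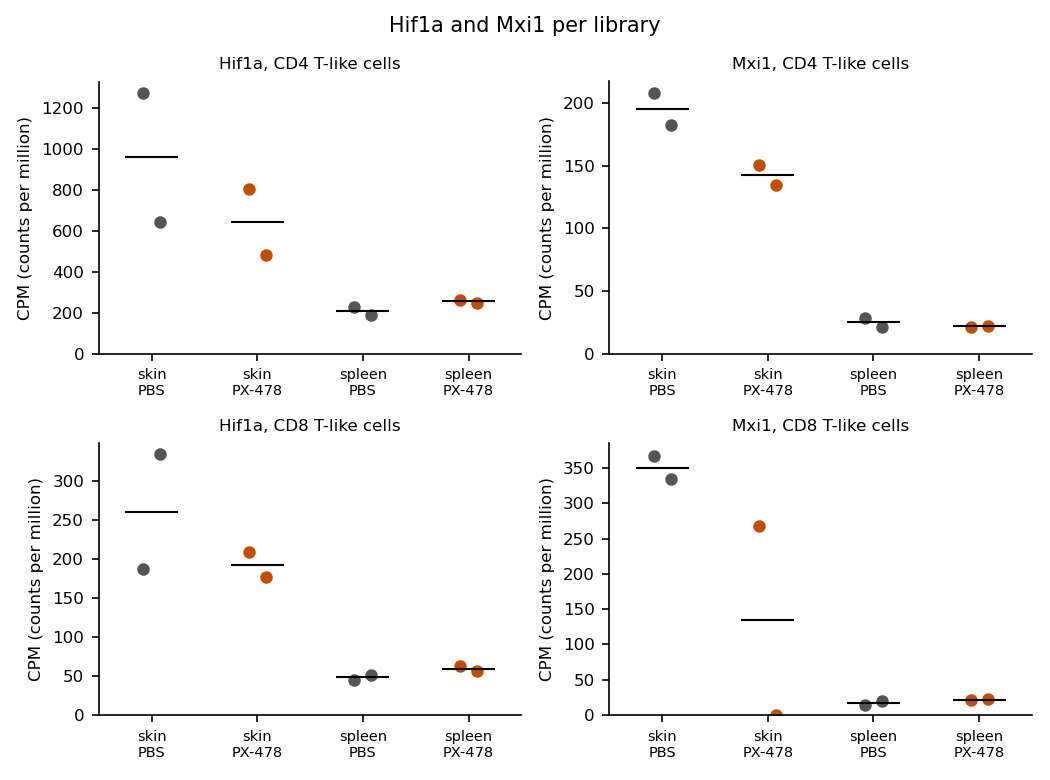
Hif1a and Mxi1 in CD4 and CD8 T-like cells, in CPM after TMM scaling on the vertical axes, with a point per library, a line at the mean of 2 libraries, and the 4 groups on the horizontal axes. In CD4 T-like cells Hif1a averaged 959 and 642 in the skin groups and 208 and 255 in the spleen groups.

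In skin CD4 T-like cells, the genes past the threshold were Ccng1, Phlda3, Bax and the unnamed transcript Gm42047, all lower under PX-478, whereas DESeq2 called 10 higher and 13 lower and sums per hashtag pool 2 higher and 9 lower. Ccng1 (ENSMUSG00000020326) encodes cyclin G1, which is induced after p53 activation, and it averaged 708 ± 11.1 CPM under PBS and 175 ± 18.1 under PX-478 (log2 fold -2.01, SE 0.12, adjusted p = 8.14e-05). Phlda3 (ENSMUSG00000041801), an inhibitor of Akt, averaged 74.5 ± 9.88 and 4.81 ± 1.48 CPM (-3.92, SE 0.35, adjusted p = 0.00223), and Bax, which opens mitochondria in apoptosis, 480 ± 9.11 and 181 ± 42.7 CPM (-1.39, SE 0.15, adjusted p = 0.00570). Gm42047 averaged 90.9 ± 7.63 and 5.44 ± 5.62 CPM (-4.17, SE 0.42). These 4 were the genes called among 10134, with 851 at an unadjusted p under 0.05; without skin PX-478 replicate 2 Phlda3 and Gm42047 no longer passed and 2 genes were called, and Bax did not pass without skin PBS replicate 1 or either spleen PX-478 replicate.

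Th17, killing and checkpoint genes of skin CD4 T-like cells did not pass. Il17a averaged 54.9 ± 40.8 CPM under PBS and 172 ± 102 under PX-478 (log2 fold 1.82, adjusted p = 0.438), and the Th17 list had a median of 0.57 over 21 genes (adjusted p = 0.186, 0 called over all genes, 2 higher and 2 lower adjusted over the list alone). Gzmb, Gzmk, Fasl, Pdcd1 and Tigit had log2 folds of -0.42, -0.34, -0.72, -0.87 and -0.09 (adjusted p from 0.467 to 0.967), and Foxp3, Pgk1 and Bnip3 had 0.78, 0.65 and 1.39 (0.379 to 0.467). The lists past the threshold were mitochondrial-encoded genes (13 genes, median 0.32, mt-Co3, mt-Co2 and mt-Co1, 0 higher over all genes, 4 adjusted over the list alone) and fibroblast genes (6 genes, 1.70, Dcn, Col1a1 and Col1a2, 0 and 3), both with an adjusted p = 0.477 with an estimated correlation. The fibroblast list, a measure of RNA from other cells, did not pass without skin PX-478 replicate 1 (median 0.85). The other lists did not pass (adjusted p from 0.0835 to 0.839).

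In spleen CD4 T-like cells the same p53-induced genes were lower under PX-478, and the regulatory T cell factor Foxp3 was higher. Phlda3 averaged 82.2 ± 10.5 CPM under PBS and 6.43 ± 1.19 under PX-478 (log2 fold -3.66, SE 0.21, adjusted p = 4.00e-05), Ccng1 553 ± 12.3 and 213 ± 2.38 CPM (-1.38, SE 0.11, adjusted p = 3.21e-04), and Bax 410 ± 7.35 and 170 ± 5.02 CPM (-1.27). The exonuclease gene Aen, the apoptosis inducer Bbc3, Psrc1, Exoc4 and Gm42047 were lower as well (log2 folds -1.75 for Aen, -1.87 for Bbc3, -3.18 for Psrc1 and -3.81 for Gm42047). Foxp3 averaged 76.6 ± 5.57 and 158 ± 23.5 CPM (1.04, SE 0.14, adjusted p = 0.00984), and Swap70 15.1 ± 1.94 and 37.6 ± 3.12 CPM. S100a8 and S100a9, abundant in neutrophils, averaged 18.4 ± 12.5 and 17.8 ± 13.4 CPM under PX-478 against under 1 CPM, and the globin Hbb-bs had 38 and 41 counts against 0 in both PBS libraries. In all 5 genes were higher and 22 lower. Shares of neutrophils and red cell precursors were also higher under PX-478. Whether the S100a8, S100a9 and Hbb-bs RNA came from such cells was not tested. Without spleen PX-478 replicate 1 or 2 the total of 27 came to 4 or 3, and of the genes named here Phlda3, Ccng1 and Gm42047 passed in both. Swap70 also did not pass without spleen PBS replicate 2, nor S100a8 without spleen PBS replicate 1 or S100a9 without any PBS library of either tissue, and Foxp3 no longer passed without either spleen replicate of either group (log2 folds from 0.88 to 1.18), while without spleen PBS replicate 2 it came to 42. The regulatory T cell list (14 genes, median 0.60, Foxp3, Ikzf2 and Il2ra, 1 higher over all genes, 7 adjusted over the list alone) and the proliferation list (13 genes, 0.16, Pclaf, Top2a and Stmn1, 0 and 2) passed, both with an adjusted p = 0.208 with an estimated correlation. The largest sub-cluster of spleen CD4 T-like cells was 1 under PBS (led by Arl4c and Itga4) and 13 under PX-478 (led by Ikzf2 and Foxp3), with 11.6% and 13.6% of the class. Spleen cluster 8, with Ikzf2 and Foxp3 among its leading genes, held 797 and 623 clustered cells under PBS and 433 and 418 under PX-478. All CD4 T-like cells numbered 3840 and 3877 under PBS and 1325 and 1405 under PX-478. Whether this makeup accounts for the higher Foxp3 and regulatory T cell list was not tested. The other lists did not pass (adjusted p from 0.0840 to 0.808), nor did Gzmb, Prf1, Fasl, Nkg7, Ifng, Tigit and Mxi1 (0.837 to 1).

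**Figure D2:**
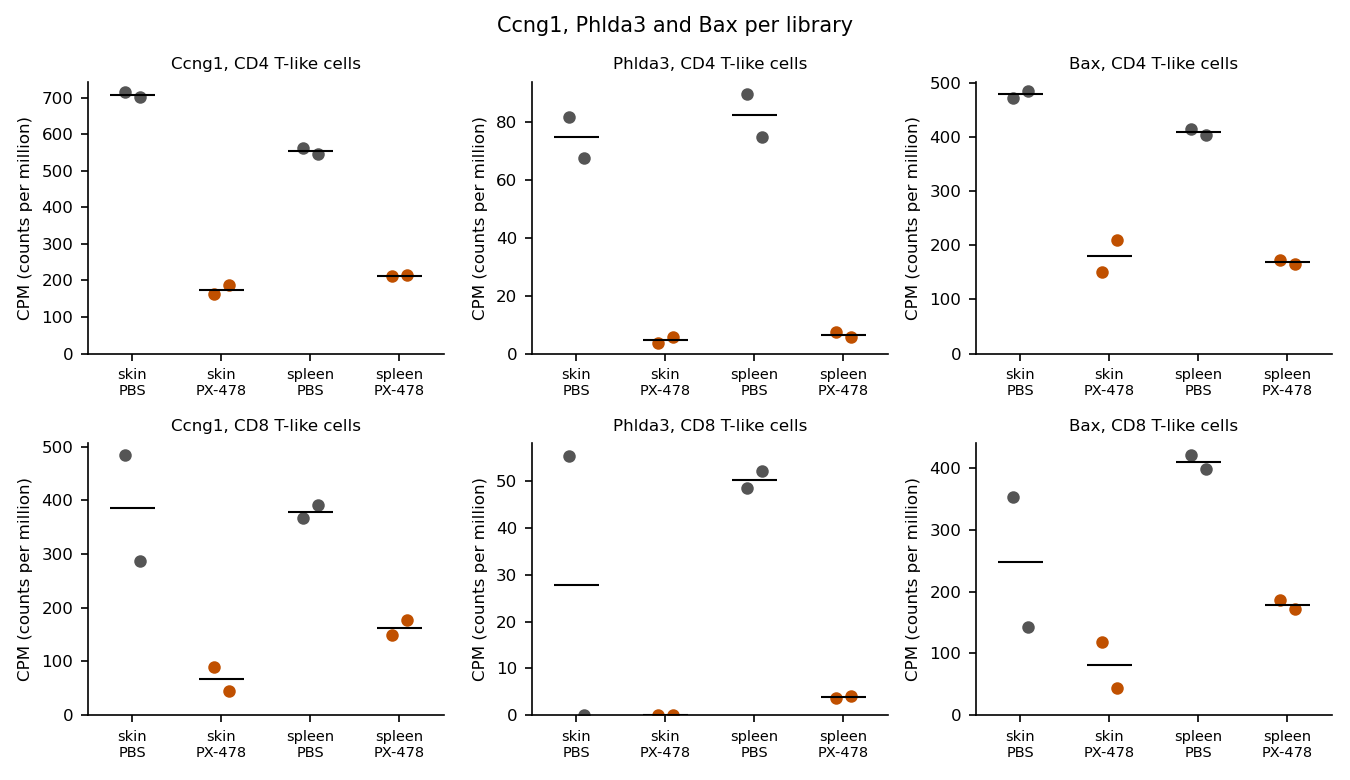
Ccng1, Phlda3 and Bax in CD4 and CD8 T-like cells, in CPM after TMM scaling on the vertical axes, with a point per library, a line at the mean of 2 libraries, and the 4 groups on the horizontal axes. In CD4 T-like cells Ccng1 averaged 708 and 175 in the skin groups and 553 and 213 in the spleen groups.

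The difference of the PX-478 effect between skin and spleen asks for a response of 1 tissue. In CD4 T-like cells edgeR called 0 genes, with 581 at an unadjusted p under 0.05, and DESeq2 called 0 genes.

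In spleen CD8 T-like cells, the granzyme genes Gzmb and Gzmk and the checkpoint receptor genes Tigit and Pdcd1 were higher under PX-478, but none of them passed with sums per hashtag pool. Gzmb (ENSMUSG00000015437), which encodes a protease that killers inject into targets, averaged 50.4 ± 1.64 CPM under PBS and 187 ± 48.2 under PX-478 (log2 fold 1.88, SE 0.18, adjusted p = 9.35e-24), and Gzmk 191 ± 31.1 and 512 ± 91.9 CPM (1.42, SE 0.18). Ifng, Fasl, Tigit, Pdcd1 and Cxcr6 were higher by 1.17, 0.92, 1.17, 0.69 and 0.59, the calcium-binding S100a4 averaged 37.2 ± 2.07 and 132 ± 7.17 CPM, and the chemokine receptor Ccr2 55.1 ± 10.6 and 162 ± 52.5 CPM. Il10ra, Hip1 and S100a8, which is abundant in neutrophils, were higher as well. Whether the S100a8 RNA came from other cells was not tested. Lower genes were led by Phlda3 (50.4 ± 2.55 and 3.90 ± 0.364 CPM), Gm42047, Psrc1, Bbc3, Dglucy, Exoc4, Ighg1 and Scd2. Of 7829 genes, 128 were higher and 56 lower, and DESeq2 called 51 (28 higher and 23 lower). This balance turned with sums per hashtag pool, which gave 8 higher and 30 lower, and without a filter on low counts there were 0 higher and 1 lower. By pool, Gzmb had a log2 fold of 1.59 (adjusted p = 0.0887) and Gzmk of 1.10 (adjusted p = 0.359), and Ifng, Fasl, Tigit, Pdcd1, Cxcr6 and Ccr2 did not pass either, whereas S100a4 and Phlda3 did. Gzmb ranged from 14.0 to 146 CPM over the PBS pools and from 127 to 274 CPM over the PX-478 pools, before TMM scaling. The total of 184 came to 42, 66, 53 and 108 without spleen PBS replicates 1 and 2 and spleen PX-478 replicates 1 and 2; Fasl and Pdcd1 no longer passed without spleen PBS replicate 1 or spleen PX-478 replicate 1, Cxcr6 also not without spleen PBS replicate 2, and Ifng not without spleen PX-478 replicate 1. Gzma (-0.33), Prf1, Nkg7, Tbx21, Mxi1, Ldha, Pgk1, Slc2a1 and Stat3 did not pass (adjusted p from 0.764 to 0.994). In this class the log2 fold of Gzma was 2.01 without spleen PBS replicate 1 and -1.20 without spleen PBS replicate 2, so its direction there is not settled. The fold was 2.05 (adjusted p = 7.02e-23) with antibody gates and 2.26 (1.51e-31) with the wider CD8 class. Both settings take in cells of unnamed T sub-clusters. The wider class adds 40 and 47 such cells in the spleen PBS libraries and 73 and 74 in the spleen PX-478 libraries. At lower resolution, 1 unnamed spleen sub-cluster with Cd8a and Cd8b1 RNA was led by Gzma and Klrc1.

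Lists past the threshold in spleen CD8 T-like cells numbered 8, and 0 with an estimated correlation. They were exhaustion (13 genes, median 0.82, Havcr2, Tigit and Tox2, 9 higher over all genes, 10 adjusted over the list alone, adjusted p = 0.206 with an estimated correlation), cytotoxicity (27 genes, 0.26, 9 higher, and 10 higher and 1 lower adjusted over the list alone, 0.259), tissue residency (8 genes, 0.66, Prdm1, Rgs1 and Bhlhe40, 0.259), Th17 (6 genes, 0.49, Maf, Batf and Rora, 0.255) and regulatory T cell (5 genes, 0.90, Ctla4, Ikzf2 and Capg, 0.259). The interferon response (15 genes, 0.26, Ifi27l2a, Isg15 and Usp18) and proliferation (9 genes, 0.21, Mki67, Hmgb2 and Stmn1) had 0.326, and naive or recirculating genes (10 genes, -0.18, Ccr7, Tcf7 and Satb1, 0 lower over all genes, 1 adjusted over the list alone) had 0.447. Over all genes and adjusted over the list alone, higher members numbered 4 by both counts for tissue residency, 3 by both for Th17, 2 by both for proliferation, 2 and 3 for regulatory T cell, and 2 and 4 for the interferon response, with 1 lower over the list alone for tissue residency, Th17 and the interferon response. Regulatory T cell no longer passed without spleen PBS replicate 1 or spleen PX-478 replicate 2 (medians 0.52 and 0.03), proliferation and naive or recirculating genes not without spleen PBS replicate 2 or spleen PX-478 replicate 1, and tissue residency not without spleen PX-478 replicate 1 (0.39). Of the leading members, Maf, Batf, Isg15, Hmgb2, Rgs1, Bhlhe40, Ctla4, Ikzf2 and Rora each did not pass without at least 1 spleen library. Dissociation stress, mitochondrial-encoded and B and plasma cell genes did not pass (medians -0.02, -0.09 and -0.10). The largest sub-cluster was 0 under PBS (led by Gzmm, Cd8b1 and Satb1, 38.5% of the class) and 2 under PX-478 (led by Ccl5, Ctla2a and Gzmk, 33.5%).

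In skin CD8 T-like cells few genes could be resolved, since the 2 libraries under PX-478 hold 21 and 11 of these cells. The heat shock genes Hspa1b and Hspa1a were higher, with 37 and 1 and with 14 and 1 counts under PX-478, so replicate 1 carried them. Satb1, a chromatin organiser, averaged 534 ± 215 and 111 ± 30.6 CPM (log2 fold -2.55, adjusted p = 0.0182), the peroxidase Prdx6 887 ± 107 and 274 ± 50.4 CPM (-1.80, adjusted p = 0.0270), and Serpinb6b was lower as well (adjusted p = 0.0499). A further gene past the threshold, Bcl2a1b (-1.46), had libraries that overlapped and was picked after its values were seen. The total was 6 genes, around a median log2 fold of -0.44 over all genes; it was 0 without skin PBS replicate 1 or skin PX-478 replicate 1, 3 without skin PX-478 replicate 2 and 1 without each of the 4 spleen libraries in turn, where Hspa1b passed and Hspa1a, Satb1, Prdx6 and Serpinb6b did not, and DESeq2 called 1. Gzmb and Gzmk had log2 folds of 0.08 and -0.46, Fasl -1.30, Tigit -2.08 and Pdcd1 0.09 (adjusted p from 0.420 to 1), and Ifng, Prf1, Gzma and Cxcr6 did not pass. The cytotoxicity list had a median of -0.24 over 27 genes (adjusted p = 0.957, 0 called over all genes, 4 lower adjusted over the list alone). Th17 (6 genes, -0.91, Tgfb1, Stat3 and Rora), mitochondrial-encoded genes (13 genes, -0.45, mt-Nd4, mt-Nd5 and mt-Nd2) and dissociation stress (14 genes, 0.56, Hspa1b, Hspa1a and Dnajb1) passed, with adjusted p = 0.298, 0.441 and 0.147 with an estimated correlation. Without skin PBS replicate 1 none of these 3 lists passed; Th17 was also lost without any other skin library or spleen PX-478 replicate 1, and mitochondrial-encoded genes without any spleen library.

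The difference of the PX-478 effect between skin and spleen in CD8 T-like cells passed for 11 genes, 10 of them with a lower effect in skin. Over all 7829 genes tested the median log2 difference was -0.42, so the scale as a whole leaned to a lower effect in skin. Gzmb (log2 difference -1.80), Gzmk (-1.88), Fasl (-2.22) and Tigit (-3.25) were among them, as were the survival gene Bcl2a1b (-2.49, adjusted p = 2.74e-07), Itga4, Dusp2, Ccr2 and Serpinb6b. Hspa1b had the higher effect in skin. The skin effect on Gzmb in this difference was 0.08, which ran from -0.12 to 2.54 without each library in turn and was -0.81 with antibody gates. DESeq2 called 0 genes with 298 at an unadjusted p under 0.05, and edgeR called 0 without skin PBS replicate 1, where Gzmb and Gzmk changed sign (0.65 and 0.72); it called 3, 5, 2, 1 and 2 without skin PX-478 replicates 1 and 2, spleen PBS replicates 1 and 2, and spleen PX-478 replicate 1.

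**Figure D3:**
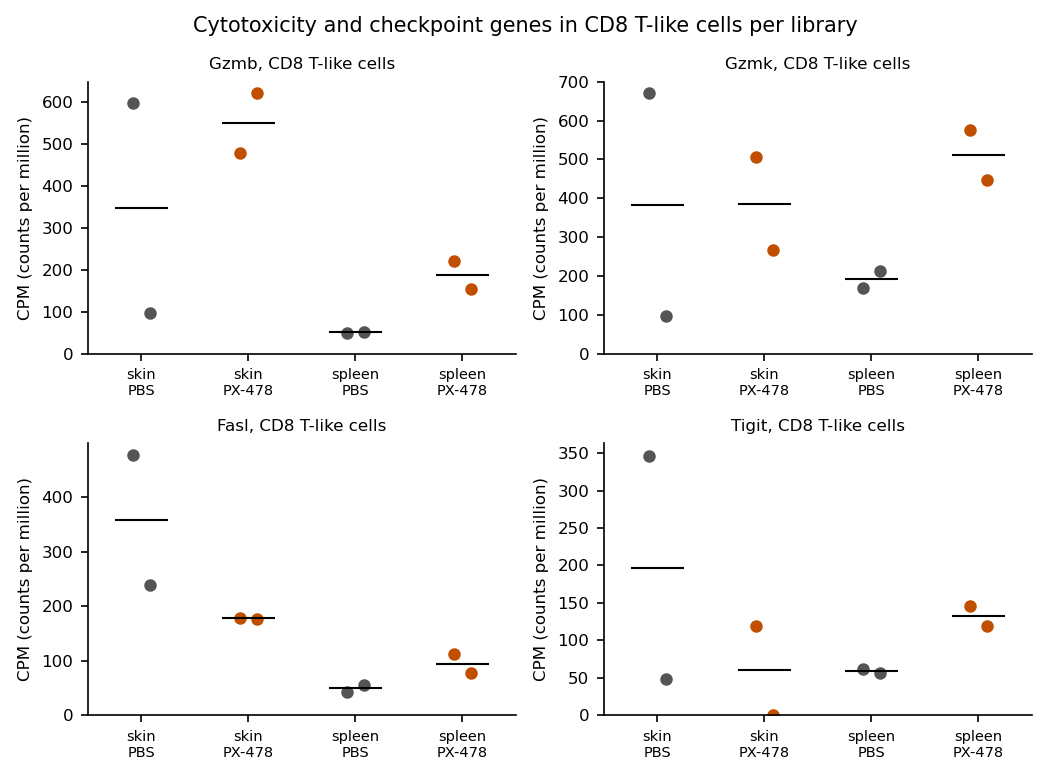
Gzmb, Gzmk, Fasl and Tigit in CD8 T-like cells, in CPM after TMM scaling on the vertical axes, with a point per library, a line at the mean of 2 libraries, and the 4 groups on the horizontal axes. Gzmb averaged 50.4 and 187 in the spleen groups, and the skin groups rest on 7 to 72 cells per library.

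Other skin classes were compared within skin, since PX-478 reaches the whole animal. In Langerhans cells, which present antigen in the epidermis, the interferon-induced gene Epsti1 averaged 1312 ± 69.0 and 155 ± 3.59 CPM (log2 fold -3.08, adjusted p = 8.65e-05), and the chemokine gene Ccl5 4272 ± 1148 and 511 ± 65.0 CPM, while Errfi1, Crip1 and St3gal5 were higher. The interferon list there had a median of -1.43 over 6 genes, with an adjusted p = 0.358 with an estimated correlation. Conventional dendritic cells had less Cxcl9, a T cell attractant (287 ± 130 and 24.6 ± 6.25 CPM), less Gbp2 (120 ± 53.3 and 11.5 ± 2.66 CPM) and less Ccng1, and more Odc1 and Ly6c2. Keratinocytes had less Ccng1 (265 ± 2.63 and 48.3 ± 7.48 CPM), Ptp4a3 and Mcam. Higher and lower genes numbered 37 and 122 in Langerhans cells, 3 and 10 in conventional dendritic cells and 0 and 14 in keratinocytes, and edgeR called 0 in endothelial cells, fibroblasts, gamma-delta T cells, macrophages, NK cells and pericytes, with 120, 379, 286, 325, 131 and 54 genes at an unadjusted p under 0.05 and 1, 1, 0, 17, 1 and 0 called by DESeq2. Most Langerhans cells were of cluster 28 under PBS (Cd207, Ccr7 and Fscn1) and of cluster 18 under PX-478 (Cd207 and Naaa, 84.3%), and the leading clusters also differed for keratinocytes (11 and 10), macrophages (3 and 2) and gamma-delta T cells (sub-clusters 3 and 2). Without skin PBS replicate 2 the Langerhans total of 159 came to 317, the dendritic total of 13 to 6 (34 without PBS and 25 without PX-478 replicate 1), and the keratinocyte total of 14 to 0, 99 and 238 (187 higher and 51 lower) without PBS replicate 1 and PX-478 replicates 1 and 2. Each of the 6 counts of 0 rose without some library, to at most 58 (endothelial, PBS replicate 1), 231 (fibroblasts, PX-478 replicate 2), 54 (gamma-delta, PX-478 replicate 1), 17 (macrophages, PBS replicate 1), 56 (NK, PBS replicate 2) and 52 (pericytes, PX-478 replicate 2).

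Other spleen classes were compared within spleen. The monocyte class had more Prtn3, a granule protease of early myeloid cells (279 ± 53.3 and 3278 ± 3.50 CPM), and Mpo and Elane averaged 2876 ± 66.8 and 2846 ± 519 CPM against 0 in both PBS libraries, whereas Cdkn1a, Phlda3 and Ftl1 were lower. Macrophages gained the scavenger receptor Marco (8.15 ± 6.09 and 227 ± 47.7 CPM). Double-negative T-like cells, which expand in this strain, had more Stmn1, Vim and Klf3 and less Gm42047, Phlda3 and Bbc3 (65.8 ± 1.02 and 10.1 ± 0.206 CPM). B cells had less Bbc3 (57.1 ± 1.28 and 5.47 ± 0.891 CPM), Ccng1 and Dglucy and more Rgs2, and NK cells had more histone RNA (Hist1h2ae, Hist1h1b, H2afx) and less Ccng1, Cdkn1a and Gm42047. Conventional dendritic cells had more Mki67 and less Cdkn1a, and plasma cells more Serpina3f and less Ei24. Genes abundant in other cells passed as well: in monocytes Prtn3, Mpo and Elane, which early neutrophils also make, were higher, in macrophages Nkg7 and Cd3e were lower and the neutrophil genes Pglyrp1 and Hp higher, in conventional dendritic cells Nkg7 and Ms4a4b were lower and Ighm higher, and the globins Hbb-bs and Hba-a1 were higher in B and plasma cells. They are not read as expression of these classes. The shares of the cells in which they are abundant differed in the same direction between the groups. Of the spleen monocyte, conventional dendritic and macrophage clusters 34.8%, 33.2% and 28.9% were scored as doublets before doublets were removed. Whether the RNA came from other cells or from cells within the class was not tested, for Prtn3, Mpo and Elane in monocytes included. Higher and lower genes numbered 189 and 100 in monocytes, 46 and 57 in double-negative T-like cells, 3 and 41 in B cells, 17 and 15 in NK cells, 15 and 3 in macrophages, 2 and 6 in conventional dendritic cells, 5 and 3 in plasma cells and 1 and 0 in neutrophils (DESeq2: 370). The proliferation list of monocytes had a median of 2.03 over 18 genes (10 higher), with an adjusted p = 0.579 with an estimated correlation. Leaving out spleen PBS replicate 1 took the monocyte total from 289 to 6, the double-negative total from 103 to 30, and those of B cells, conventional dendritic cells, macrophages, plasma cells and neutrophils from 44, 8, 18, 8 and 1 to 110, 51, 168, 17 and 470. Without PBS replicate 2 these 5 came to 291, 37, 135, 25 and 62 and NK cells from 32 to 62; without PX-478 replicate 1 conventional dendritic cells, macrophages, plasma cells, neutrophils, monocytes and double-negative T-like cells came to 74, 36, 35, 256, 800 and 155; and without PX-478 replicate 2 B cells, conventional dendritic cells, neutrophils and NK cells came to 21, 83, 192 and 83.

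The shares of cell classes ask whether PX-478 changes who is present. In spleen, CD4 T-like cells made up 39.7% ± 4.53 of named cells under PBS and 15.8% ± 1.69 under PX-478 (log2 fold -1.33, SE 0.33, adjusted p = 9.42e-04), and CD8 T-like cells 17.2% ± 0.00584 and 7.13% ± 0.996 (-1.27, SE 0.35, adjusted p = 0.00198). The share of neutrophils went from 0.535% ± 0.124 to 5.03% ± 1.01 (3.22, SE 0.41, adjusted p = 1.19e-07), B cells from 10.4% ± 3.52 to 23.0% ± 4.94 (1.14), double-negative T-like cells from 17.3% ± 4.95 to 34.7% ± 4.77, conventional dendritic cells from 0.398% to 0.953%, monocytes from 0.446% to 1.03% and plasmacytoid dendritic cells from 0.0695% to 0.276%. Red cell precursors were at least 143-fold higher (0% and 2.20%) and mast cells or basophils at least 16.4-fold higher (from 0 cells), against a floor of 3 cells per group. Sub-cluster 43 was lower (0.110% and 0.0116%, from 12 and 9 cells under PBS and 1 and 1 under PX-478), and macrophages, NK cells and plasma cells did not pass. In all 11 of 14 spleen shares passed, 8 higher and 3 lower. With CD4 and CD8 T-like cells (and mixed or unnamed T sub-clusters) left out of the denominator, a choice made after the data had been seen, B cells (log2 fold 0.21), double-negative T-like cells (0.07), conventional dendritic cells (0.28), monocytes (0.23) and plasmacytoid dendritic cells (1.03) did not pass, so that 3 classes were higher (neutrophils, red cell precursors and mast cells or basophils) and 4 lower (sub-cluster 43, macrophages, NK cells and plasma cells). Each of the 11 had a 2-sided exact permutation p of 0.33, the smallest possible, and without spleen PBS replicate 1 the count came to 7 and without either spleen PX-478 replicate to 0. In skin edgeR called 0 of 11 haematopoietic classes (0 at an unadjusted p under 0.05), where the same test found 0 of 11 shares changed 4-fold on simulated data: CD4 T-like cells averaged 32.7% ± 7.91 and 16.8% ± 2.29 (adjusted p = 0.572), Langerhans cells 2.51% and 10.0%, and conventional dendritic cells 3.47% ± 3.05 and 11.4% ± 7.59. As percent of all cells of a hashtag pool, Langerhans cells ranged from 0.652% to 2.26% in the PBS pools and from 3.22% to 10.6% in the PX-478 pools, with all 4 PX-478 pools above, against 3 of 4 for conventional dendritic cells. Whether shares moved differently in the tissues was not tested.

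**Figure D4:**
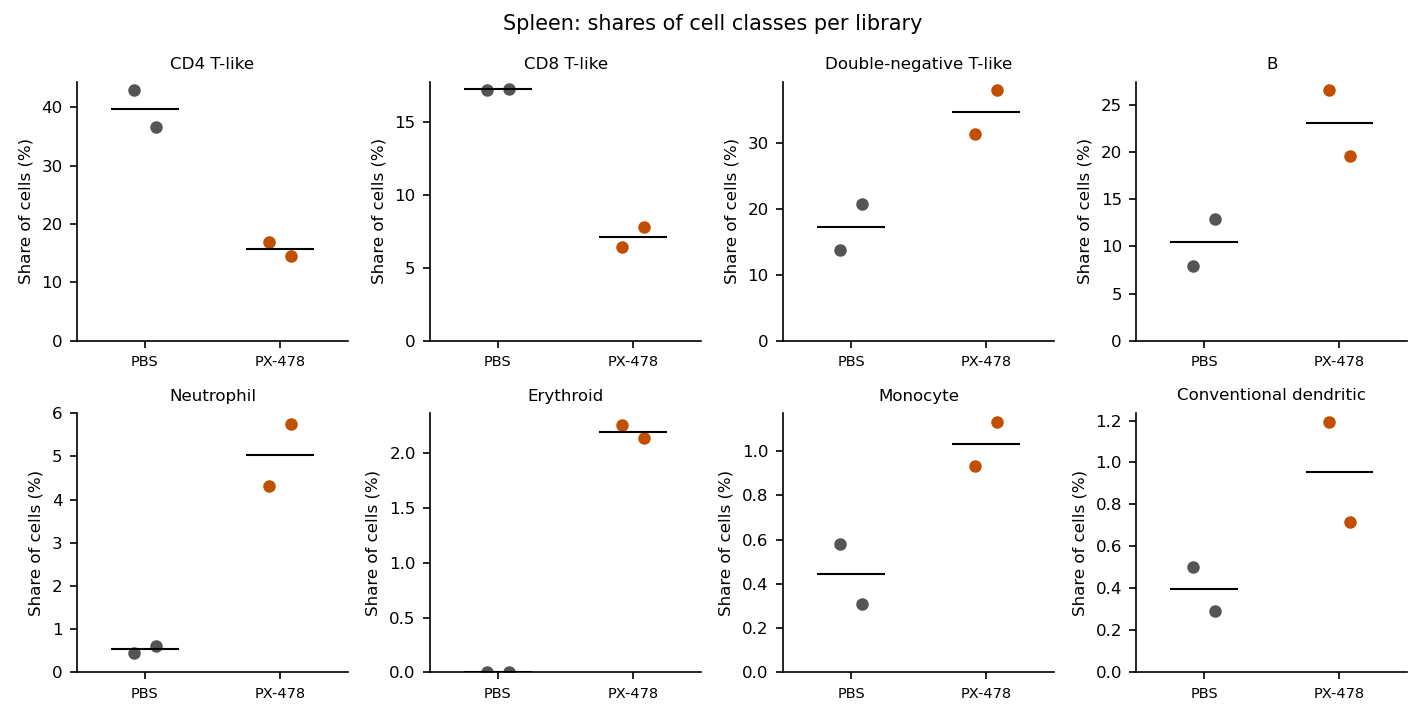
Shares of 8 spleen classes in percent of all cells of named classes on the vertical axes, under PBS and PX-478 on the horizontal axes, with a point per library and a line at the mean of 2 libraries. CD4 T-like cells averaged 39.7% and 15.8%, and neutrophils 0.535% and 5.03%.

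Antibody tags read surface protein on the same cells. Spleen CD4 T-like cells carried 281 ± 15.7 counts of the CD4 tag under PBS and 362 ± 19.0 under PX-478 (2-sided exact permutation p = 0.33). CD45RB, which is high on naive T cells, averaged 1341 ± 181 and 969 ± 20.2 counts on spleen CD8 T-like cells (exact permutation p = 0.33). With 2 libraries a group this test cannot give a smaller p, and no other test of tags was made. Differences that moved under another measure, some of CD8a included, are given with their settings in the closing section. The remaining log2 differences were -0.23 for the CD4 tag and -0.16 for CD45RB on skin CD4 T-like cells. They were -0.17 for CD45RB on spleen CD4 and -0.07 for CD8a on skin CD8 T-like cells.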

Values the study reported

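The study reported that its single-cell data pooled 4 mice for each treatment group.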

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

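The split of spleen CD8 T-like cells into sets of sub-clusters was added after the list of killing genes had been seen, although what its tests would show was written before they were run.

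In CD8 T-like cells, 11 genes had an effect of PX-478 that differed between skin and spleen in a test of the difference itself. The median log2 difference over all 7829 genes tested was -0.42. The log2 differences (skin effect minus spleen effect) were -1.80 for Gzmb and -1.88 for Gzmk, which encode granzymes, -2.22 for the death ligand Fasl, -3.25 for the inhibitory receptor Tigit, -2.49 for the survival gene Bcl2a1b, -2.49 for the integrin Itga4, -2.55 for the chemokine receptor Ccr2, -2.61 for the phosphatase Dusp2, -3.48 for the protease inhibitor Serpinb6b and -1.90 for Rgs1, a brake on migration. The heat shock gene Hspa1b went the other way (adjusted p = 0.0127), with 37 of its 38 skin counts in PX-478 replicate 1. The skin libraries hold 72, 7, 21 and 11 of these cells, DESeq2 called 0 of these genes (298 at an unadjusted p under 0.05), and edgeR called 0 without skin PBS replicate 1, where Gzmb and Gzmk changed sign (0.65 and 0.72).

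The hashtags, which the tests by library do not use, carry signal in every library. Cells with exactly 1 of 2 hashtags made up 86.1% and 73.1% of kept cells in skin PBS, 48.8% and 79.1% in skin PX-478, 90.2% and 89.6% in spleen PBS, and 92.1% and 87.7% in spleen PX-478. The labels do not say what the hashtags mark, so the 2 pools of a library were not treated as animals. Each tissue and treatment has 4 such pools. That equals the number of mice quoted from the study above, although no source states which pool is which mouse.

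The higher cytotoxicity list in spleen CD8 T-like cells under PX-478 goes with a shift between kinds of CD8 T-like cells. Sub-clusters led by Ccl5 held 27.9% and 26.8% of the class in the PBS libraries and 56.4% and 40.9% in the PX-478 libraries. Within the Ccl5-led set the list had a median log2 fold of -0.046 and within the other set 0.031, which is what a shift between sub-clusters would give, although the sub-clusters were partly made from the same genes. Gzmb itself was higher within the Ccl5-led set (0.66, adjusted p = 0.0112), so the shift may not be its whole source. RNA from other cells is argued against, since Gzmb changed by -0.513 CPM in spleen B cells and by 121 CPM in CD8 T-like cells (both before TMM scaling), and whether PX-478 moved cells into the Ccl5-led state or spared them stays open.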

How the results depend on the processing

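Sums per hashtag pool and the wider CD8 class were chosen after the data had been seen. Of the values that answer a comparison, 465 counted as unchanged and 9 moved. A further 88 came past the threshold or called more, and 87 no longer passed or called fewer. Of other named genes and lists these were 6803 unchanged, 83 and 439, and 12 reversed. Unchanged means the same side of the threshold, which includes changes of sign where neither setting passed. For counts it means a total near the main one, and for tags a move smaller than the spread between libraries. Unless a reason is given, the cause was not tested.

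With DESeq2, which tests more genes, calls went from 4 to 23 in skin CD4 T-like cells (4 shared, from 0 higher and 4 lower to 10 and 13), from 6 to 1 in skin CD8 (0 shared), from 184 to 51 in spleen CD8 (46 shared) and from 11 to 0 for the CD8 difference of effects. In other skin classes they went from 13 to 6 in conventional dendritic cells, from 14 to 38 in keratinocytes, and from 0 to 1 in endothelial cells, 1 in fibroblasts, 1 in NK cells and 17 in macrophages. In spleen they went from 8 to 23 in conventional dendritic cells, from 18 to 39 in macrophages, from 289 to 95 in monocytes, from 1 to 370 in neutrophils, from 32 to 6 in NK cells and from 8 to 54 in plasma cells. With DESeq2 size factors the CD8 difference of effects had 4 genes.

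Without a filter on low counts, more genes are tested. Calls fell to 1 in skin CD4, 11 in spleen CD4, 0 in skin CD8, 1 in spleen CD8 (lower), 192 for skin against spleen in CD8, 0 for the CD8 difference of effects and 6 in spleen NK cells. They rose to 48 in skin conventional dendritic cells, 80 in endothelial cells, 185 in fibroblasts, 41 in gamma-delta T cells, 466 in keratinocytes, 532 in Langerhans cells, 184 in macrophages, 18 in NK cells and 27 in pericytes, and in spleen to 339 in B cells, 142 in conventional dendritic cells, 440 in double-negative T-like cells, 218 in macrophages, 896 in neutrophils and 287 in plasma cells.

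With only the 4 libraries of the comparison, spleen CD4 had 87 genes and skin CD8 had 0, among 347 tested. A block for the replicate number gave 57 genes and 4 lists in spleen CD4, 3 genes in skin CD8 and 6 for the CD8 difference of effects. For skin against spleen in CD8, libraries of the same treatment and number were taken as pairs, which gave 364 genes. Skin and spleen were harvested together, but no label says which libraries share a mouse. Correlations of deviations between libraries with the same number ran from -0.0698 to 0.169. They cannot show whether equal numbers mark the same mice, so the main fits pair no libraries. Sums per hashtag pool gave 11 genes in skin CD4 (2 higher and 9 lower), 46 in spleen CD4 and 38 in spleen CD8, where 128 higher and 56 lower became 8 and 30.

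Antibody gates in place of clusters gave 4 lists in skin CD4, 1 list in spleen CD4, 19 genes in skin CD8 and 22 for the CD8 difference of effects. The proliferation list of skin CD8 went from -0.48 to 0.97, Gzma in spleen CD8 from -0.33 to 2.05 and in the CD8 difference of effects from 0.50 to -3.18; the wider CD8 class gave 2.26 and -2.12 for Gzma. In spleen CD8 both folds of Gzma passed (adjusted p = 7.02e-23 and 1.51e-31). With an estimated correlation, lists past the threshold went from 2 to 0 in skin CD4, from 2 to 0 in spleen CD4, from 9 to 3 for skin against spleen in CD4, from 3 to 0 in skin CD8, from 8 to 0 in spleen CD8 and from 11 to 0 for skin against spleen in CD8.

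As a centred log ratio, the log2 difference of the CD4 tag went from 0.36 to 0.23 on spleen CD4 and from -0.01 to 0.29 on spleen CD8, of CD8a from -0.27 to -0.046 on skin CD4 and from -0.19 to 0.029 on spleen CD8, and of CD45RB from -0.46 to -0.31 on spleen CD8. By the median count, CD8a went from 0.10 to 0.20 on spleen CD4, the CD4 tag from 0.15 to -0.20 on skin CD8, and CD45RB from 0.01 to -0.42 on skin CD8 and from -0.46 to -0.95 on spleen CD8.

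Leaving out each library in turn leaves a group with 1 library, which is assumed to vary like the others. Calls then ran from 2 to 6 in skin CD4, 3 to 42 in spleen CD4, 2896 to 4694 for skin against spleen in CD4, 0 to 8 in skin CD8, 42 to 255 in spleen CD8, 216 to 1169 for skin against spleen in CD8, and 0 to 15 for the CD8 difference of effects. For skin against spleen in CD8 the balance of 559 higher and 367 lower turned to 66 and 150 without skin PBS replicate 1 and 473 and 696 without skin PBS replicate 2, as it did with DESeq2 size factors (505 and 779), with the wider CD8 class (470 and 634) and with doublets kept. The lowest values came without skin PX-478 replicate 2, spleen PX-478 replicate 2, skin PBS replicate 1 (3 of these comparisons, and skin CD8) and spleen PBS replicate 1. In skin they ran from 129 to 317 in Langerhans cells, 6 to 34 in conventional dendritic cells, 0 to 238 in keratinocytes, 0 to 58 in endothelial cells, 0 to 231 in fibroblasts, 1 to 54 in gamma-delta T cells, 0 to 17 in macrophages, 19 to 56 in NK cells and 2 to 52 in pericytes. In spleen they ran from 21 to 291 in B cells, 30 to 155 in double-negative T-like cells, 35 to 83 in NK cells, 37 to 83 in conventional dendritic cells, 22 to 168 in macrophages, 6 to 800 in monocytes, 62 to 470 in neutrophils and 10 to 35 in plasma cells. Lists past the threshold ran from 2 to 5 in skin CD4, 3 to 5 in spleen CD4, 1 to 3 in skin CD8 and 5 to 9 in spleen CD8.

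Shares in spleen that changed numbered 0 to 9, with 0 without either PX-478 replicate. Log2 folds ran from 0.83 to 1.54 for B cells, -1.45 to -1.21 for CD4, -1.42 to -1.14 for CD8, 0.74 to 1.33 for double-negative T-like cells, 0.85 to 1.69 for conventional dendritic cells, 10.59 to 10.70 for red cell precursors and 7.48 to 7.72 for mast cells (fitted values against 0, not bounds), -3.23 to -2.95 for sub-cluster 43, 0.83 to 1.73 for monocytes, 3.01 to 3.49 for neutrophils, -0.99 to -0.11 for plasma cells and 1.55 to 2.60 for plasmacytoid dendritic cells; none of these changed sign. Macrophages, whose share did not pass, ran from -0.49 to 0.12.

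Without skin PBS replicate 1, Gzmb (-1.999 to 0.65) and Gzmk (-2.51 to 0.72) changed sign in the CD8 difference of effects, and Capg (-7.15 to 3.50), Gzmk (-1.33 to 1.57) and Tigit (-0.63 to 2.32) for skin against spleen in CD8. Gzma in spleen CD8 (-1.20 to 2.01) changed sign without spleen PBS replicate 1 and passed at both ends (-1.20 without spleen PBS replicate 2). Naive or recirculating genes in spleen CD8 ran from -0.55 to -0.078. Hif1a in skin CD4 ran from -1.02 to -0.03, without passing in any of these. Depth limits skin CD8, where 9.28% of genes changed 4-fold on simulated data were found.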

Other observations

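The test of exchanged labels, the tests of spleen shares without CD4 and CD8 T-like cells, the test by hashtag pool and the list of p53 targets were chosen after the results had been seen.

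Spleen neutrophils under PBS and PX-478 fell mostly in different clusters. Most neutrophils of the PBS libraries (97.2%) were of cluster 15, led by the mature genes Retnlg, Il1b and Csf3r, whereas 54.5% of those under PX-478 were of cluster 14, led by the granule genes Ngp, Camp and Ltf that are made in early neutrophils. No list of genes of immature cells was tested. The proliferation list had a median log2 fold of 1.75 in neutrophils, 2.03 in monocytes, 1.21 in conventional dendritic cells, 0.95 in NK cells and 0.37 in double-negative T-like cells of the spleen, with adjusted p of 0.467, 0.579, 0.445, 0.489 and 0.435 with an estimated correlation. In skin macrophages its median was 1.39 (0.524 with an estimated correlation) and in keratinocytes -0.46 (0.519). The skin macrophage class includes cluster 33, which had Pclaf and Stmn1 of this list among its leading genes and no macrophage marker. That cluster held 6 and 7 clustered cells of the skin PBS libraries and 49 and 46 of the skin PX-478 libraries. Whether it accounts for the macrophage median was not tested.

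Targets of p53, the factor that halts or kills cells with damaged DNA, were lower in the libraries labelled PX-478 across cell types. Ccng1 had a log2 fold below 0 in 21 of 21 class comparisons and passed in 10, and the median of the 30-gene list was below 0 in 21. These comparisons share the same 8 libraries, and the list was chosen after genes it holds had been seen to be lower, so the counts describe the pattern and do not test it. In spleen CD4 T-like cells 12 of 26 members were lower over all genes and 0 higher by edgeR (19 and 1 adjusted over the list alone), among them Phlda3, Aen, Bax and Bbc3. For Ccng1 in the T and NK family, a different makeup of the classes is argued against, since it was lower within 40 of 40 sub-clusters (3 of them with mixed CD4 and CD8 signal), with a median log2 ratio of -1.49 (from -3.62 to -0.72). For Ccng1 in spleen CD4 T-like cells, free RNA is argued against, since the difference would need at least 83.7 times the share of free RNA that Jchain shows. Free RNA was not tested in skin or in other classes, nor makeup outside the T and NK family.

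What lowers these genes stays open. If the PBS and PX-478 labels were exchanged for whole groups, HIF-1 targets would be lower in the libraries labelled PBS, but the smallest adjusted p of the HIF-1 lists was 0.0951 (HIF-1 glycolysis in spleen CD4 T-like cells, higher under PX-478, which is the direction an exchange would give) and the next was 0.139 (the same list in spleen CD8 T-like cells, lower under PX-478), so an exchange cannot be told apart from the labelled design by these lists. The means of Hif1a and Mxi1 were lower in the skin libraries labelled PX-478, as the labels would have it (log2 folds -0.60 and -0.47 in CD4 and -0.09 and -1.18 in CD8 T-like cells), but in spleen the means of Hif1a were higher (0.29 in both) and those of Mxi1 moved apart (-0.20 in CD4 and 0.34 in CD8), and none of these passed (adjusted p from 0.467 to 1). From these same libraries the paper reported lower HIF-1 scores in skin CD4 and CD8 T cells under PX-478, tested over single cells. That direction is also the one the labels would have. The shares of spleen classes, which also differed between the groups, were not used to test an exchange. An effect of PX-478 on the p53 targets stays open as well, since no measure of p53 protein was used here.

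The spleen shares may reflect more than 1 process. With CD4 and CD8 T-like cells left out of the denominator, neutrophils were still higher (log2 fold 2.29, SE 0.47, adjusted p = 1.82e-04), which a fall of those T cells alone would not give, and 4 of 4 PX-478 hashtag pools (3.25% to 8.27%) lay above all PBS pools (0.249% to 0.840%), which argues against 1 pool in each library as the source for neutrophils. For B cells (3.20% to 23.2% in PBS pools, 14.7% to 37.8% in PX-478 pools) and double-negative T-like cells (4.68% to 23.1%, 17.7% to 45.6%) 2 of 4 PX-478 pools lay above all PBS pools, and for conventional dendritic and monocyte-like cells 3 of 4, so 1 pool in each library cannot be told apart from a shared difference in these 4 classes, whose pools overlap. For B, double-negative T-like, conventional dendritic and monocyte-like cells the median log2 fold came to 0.22 and none passed (adjusted p from 0.681 to 0.854). A fall of CD4 and CD8 T-like cells would give this, but so would a rise of most other cells together. B and double-negative T-like cells made up most of the cells left in that denominator, so their joint share had limited room to rise. Plasma cells, NK cells, macrophages and sub-cluster 43 were lower on that scale (-1.61, -1.58, -1.19 and -4.00). Whether T cells fell in number or others rose stays open, since shares give no absolute numbers.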
